A study of Mus musculus with 12 samples.

How the data were processed

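The authors deposited a table of raw fragment counts and a table of FPKM values (counts scaled by gene length and library size), each with 1 column per library, and the units follow from the values and the file headers. Every deposited FPKM was proportional to the count divided by the gene length and by an effective library size. That size was constant within a library and was 0.825 to 1.10 times the column total. Per the labels, messenger RNA was selected with poly-T beads, primed with random hexamers and made into non-directional libraries. The labels gave no aligner, counting tool, genome build or annotation release. The build was inferred: 54495 of the 54532 gene identifiers were in GENCODE release M21 (GRCm38), and 98.3% of those had the same coordinates and strand and 98.0% the same length of merged exons. Groups and replicate numbers were taken from the sample titles. The replicate number in the titles also gave the pairing of libraries across groups, since the labels did not say whether same-numbered libraries came from the same dish. The number of per-sample columns left unused was 0. No library was counted as a repeat of another.

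Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with python 3.11.15 and matplotlib 3.10.9. Genes were filtered with the edgeR function filterByExpr on the groups and normalised with TMM factors, which ran from 0.831 to 1.10. One edgeR quasi-likelihood model with a mean per group was fitted to all 12 libraries, so that all groups shared 1 estimate of the spread. Each of the 5 contrasts was tested with the quasi-likelihood F test, two-sided, and adjusted with the Benjamini-Hochberg method over the 13571 genes of that contrast at a threshold of 0.05. SE is the standard error of the log2 fold change. Log2 CPM used a prior count of 2. The interaction is the cortical-to-total log2 ratio in wounded cells minus that in unwounded cells. The same model with the replicate number added as a block was fitted beside it. The pairing check correlated, across genes, the deviations of same-numbered libraries from their group means.

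The 10 gene sets were tested with the limma function camera on the same fit with a preset correlation between genes of 0.01, adjusted over all 50 set-by-contrast tests. The lists were written from general knowledge of epidermal cells and no database was used. Named genes were chosen by a rule: adjusted p under 0.05, protein coding, a mean of at least 100 counts over the 6 libraries compared, the same sign in all 3 same-numbered pairs, and the 5 largest changes in each direction. Dsp was added as the gene of the fusion protein, and up to 4 called members with the largest change were added from each set that passed. The rule left 1828, 1888, 1887, 325 and 16 genes to choose from in the order of the contrasts. The comparisons, the rule, the gene sets and the first list of alternatives were fixed before the data were examined.

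Alternatives were median-of-ratios (RLE), upper quartile and library size scaling, DESeq2 without independent filtering, and limma-trend on log2 of the deposited FPKM plus 1 or plus 0.1. Further ones were no filter, a mean of at least 50 counts, protein-coding genes only, only the groups compared in the fit, the replicate block, and a loess trend on gene length (span 0.5) removed per library, with and without the block. A fold threshold of 1 log2 unit, camera with an estimated correlation, fry, and leaving out each library in turn completed the list. Alternatives added after seeing the data were voom with library quality weights, the block with a GC content trend removed, the mitochondrial chromosome left out, and every library thinned to the smallest total. Coding sequences came from GENCODE M21. Random steps used seed 1.

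The fits and corrections were tested on simulated data with known changes. These tests run first in the scripts but were written after the first fits to the real counts had been seen. With 200 changed genes among 13114, edgeR recovered 69.5% with 3.47% of its calls false, and 68% with 2.16% false with the block. DESeq2 recovered 75% with 12.8% false among 13571 genes, limma-trend on FPKM 52% with 4.59% false, and voom with quality weights 67.5% with 2.88% false. A simulated length bias among 13045 genes gave 819 false calls, and 4 after the length trend was removed. A simulated GC bias among 13023 genes gave 2570 false calls with the block, and 9 after the GC trend was removed. The 3 other scalings recovered 69.5% to 70% among 13114 genes with up to 4.14% false, and thinning 65.5% with 3.68% false among 12408. With no simulated change among 13099 genes, 0 or 1 genes were called per contrast. In a simulation with 21 sets, camera called the changed set and 0 of the others, and so did camera with the estimated correlation and fry. Genes were simulated independently and all members of the changed set were doubled, so smaller changes in correlated sets were not tested.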

Results

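The data were counts of sequenced fragments per gene from 12 messenger RNA libraries of cultured mouse keratinocytes, the main cell type of the epidermis. The cells expressed an amino-terminal piece of desmoplakin, a protein of the desmosome (a cell-to-cell adhesion), fused to the biotin ligase BirA. Doxycycline at 2 µg/mL switched the fusion protein on, calcium induced differentiation, and a 16 h pulse of biotin labelled material close to it. Lysates were run over sucrose gradients, and the translating fraction was passed over neutravidin, a resin that binds biotin. RNA held by the resin is called the cortical fraction here, and RNA of the depleted remainder is called the total fraction. Cells were either wounded or left unwounded, which gave 4 groups of 3 libraries: unwounded total, unwounded cortical, wounded total and wounded cortical.

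The total count per library was 22987884, 19450881 and 17374482 in replicates 1 to 3 of the unwounded total group and 23457548, 10931198 and 8980013 in the unwounded cortical group. It was 15998772, 21130154 and 19635320 in the wounded total group and 23402144, 14925284 and 19527479 in the wounded cortical group. Of 54532 genes listed, 21619 had at least 1 count in any library, and 13571 had enough counts to be tested, 11502 of them protein coding. Values below are CPM (counts scaled by library size) after TMM normalization, as mean ± SD with n = 3 libraries per group. Positions are on mouse genome build GRCm38. Because the libraries were not directional and the counting method was not stated, counts of genes that overlap on opposite strands, and of close paralogs such as keratins, ribosomal proteins and nuclear copies of mitochondrial genes, carry an added uncertainty.

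Libraries of one group had similar profiles, except for replicate 1 of the wounded total group. The Spearman correlation between libraries of a group, taken across genes, which are not independent replicates, was 0.989 to 0.990 in the unwounded total group and 0.981 to 0.983 in the unwounded cortical group. It was 0.981 to 0.985 in the wounded cortical group and 0.962 to 0.990 in the wounded total group. Wounded total replicate 1 had counts for 13117 genes, against 14393 to 16867 in the other libraries. Of 944 genes expected at 10 to 20 counts in that library, 375 (39.7%) had 0 counts, against 2.92% and 3.13% in the other wounded total libraries. The share was 13.5%, 10.6% and 7.4% in the wounded cortical libraries and 11.8% in unwounded cortical replicate 1. Replicate 1 had the largest share in every group. The first principal component carried 23.6% of the variance, and wounded total replicate 1 scored 112 on it, against -19.7 to 4.35 for the other libraries. All 3 libraries of the group were kept in every comparison, and the number of genes passing without this library is given for each of the 5 contrasts.

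**Figure D1:**
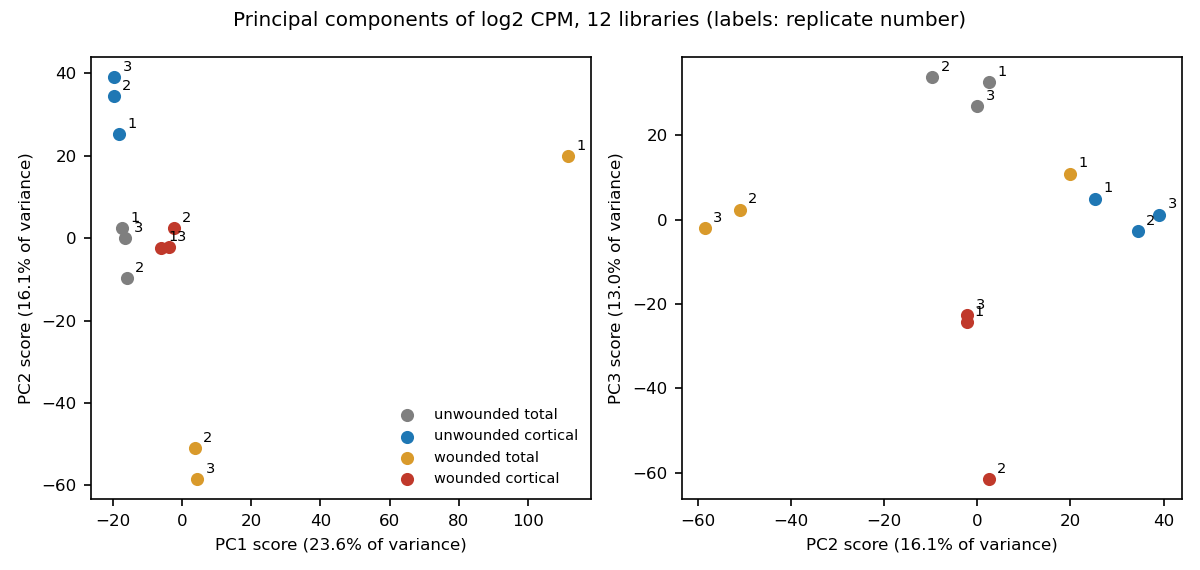
Scores of the 12 libraries on the first 3 principal components of log2 CPM, with PC1 (23.6% of variance) against PC2 (16.1%) on the left and PC2 against PC3 (13%) on the right; each point is 1 library, coloured by group and labelled with its replicate number. Wounded total replicate 1 lies alone at a PC1 score of 112, and PC2 and PC3 spread the groups.

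With sums of squares of log2 CPM pooled over the tested genes, the share was 14.7% for fraction, 16.3% for treatment and 8.64% for their interaction. It was 15% for replicate number and 45.3% for the residual. Genes of large variance weigh more in these shares. Replicate number and the residual have more degrees of freedom than the other sources, so the shares do not rank the sources. The alternative that moved these shares most was a filter on genes with a mean of at least 50 counts, under which fraction took 24.8% and treatment 23.3%. The 13 mitochondrially encoded mRNAs took 7.63% ± 1.58 (SD, n = 3) of the counts in the unwounded total group and 3.96% ± 0.0719 in the unwounded cortical group. In wounded cells they took 3.19% ± 0.523 in the total group and 2.52% ± 0.0297 in the cortical group.

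The comparison of the cortical with the total fraction of unwounded cells asked which mRNAs were more or less abundant among translated mRNAs captured near the desmoplakin fusion. Of the 13571 genes tested, 1928 had an adjusted p under 0.05, 898 higher and 1030 lower in the cortical fraction. With the replicate number as a block, 1857 genes passed (859 higher, 998 lower), of which 1790 passed in both fits in the same direction. The block had little shared variation to remove, since same-numbered cortical and total libraries deviated from their group means with a mean correlation of -0.00842 across 10386 genes. As a ratio, the count moved most with the added requirement of an absolute log2 fold change of at least 1, which left 158 genes. Among other fits, library quality weights, chosen after seeing the data, gave the most at 3708. Without wounded total replicate 1, which enters this contrast only through the shared fit, 3151 genes passed. Scaling by library size alone shifted the median of all genes by 0.187 log2 units, and 1582 genes were then higher and 469 lower. The directions given here are relative to that median. Across 11480 protein-coding genes, cortical enrichment rose with the length of the coding sequence, with a Spearman rho of 0.476 across genes. The median coding sequence was 2559 bases among genes higher in the cortical fraction and 645 bases among those lower. With the gene length trend removed from each library, 62.1% of the 1928 genes were still called in the same direction.

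**Figure D2:**
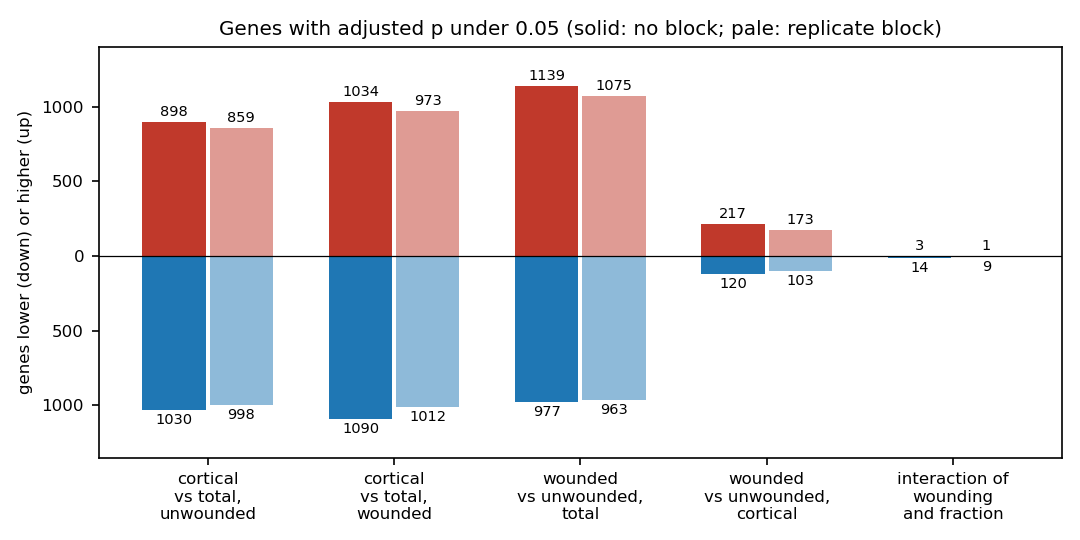
Number of genes with an adjusted p under 0.05 in each of the 5 contrasts, higher (bars up) or lower (bars down), without (solid) and with (pale) the replicate block. Counts without and with the block were 1928 and 1857 for the fractions of unwounded cells and 17 and 10 for the interaction. Scaling by library size alone changed the split of the first pair of bars from 898 higher and 1030 lower to 1582 and 469.

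Acaca, which encodes a carboxylase that carries bound biotin, had the largest increase among the named genes of this comparison, for which values are given from the total to the cortical fraction. Acaca (ENSMUSG00000020532, chromosome 11, 84129672 to 84401651) rose from 39.4 ± 2.42 CPM to 469 ± 7.73 CPM (log2 fold change 3.57, SE 0.12, adjusted p = 1.45e-11, 1.66e-10 with the block), and its log2 fold change lay between 3.12 and 3.76 in all 22 alternatives. Of 3 other biotin carboxylase mRNAs tested, 0 were called higher in both treatments, while 2 were higher in both at an unadjusted p under 0.05. Prune2 (ENSMUSG00000039126, chromosome 19, 16956118 to 17223932) rose from 27 ± 3.28 CPM to 216 ± 13.5 CPM (log2 fold change 3.0, SE 0.14, adjusted p = 5.08e-10, 4.15e-09 with the block). Atf6b (ENSMUSG00000015461, chromosome 17, 34647146 to 34655074) rose from 66.7 ± 3.52 CPM to 343 ± 8.12 CPM (log2 fold change 2.36, SE 0.10, adjusted p = 4.82e-10, 4.15e-09 with the block). Bcor (ENSMUSG00000040363, chromosome X, 12036740 to 12160355) rose from 7.33 ± 1.67 CPM to 35.3 ± 1.05 CPM (log2 fold change 2.26, SE 0.21, adjusted p = 5.17e-06, 1.59e-05 with the block). Ppp1r13l (ENSMUSG00000040734, chromosome 7, 19359749 to 19378533) rose from 183 ± 9.69 CPM to 812 ± 15 CPM (log2 fold change 2.15, SE 0.10, adjusted p = 1.05e-09, 1.42e-08 with the block). Among decreases, mt-Atp6 (ENSMUSG00000064357, the mitochondrial chromosome, 7927 to 8607) fell from 1527 ± 579 CPM to 344 ± 13.2 CPM (log2 fold change -2.15, SE 0.41, adjusted p = 0.00236, 0.00409 with the block). So did mt-Nd6 (ENSMUSG00000064368, the mitochondrial chromosome, 13552 to 14070), which overlaps mt-Nd5 on the other strand and fell from 5243 ± 733 CPM to 1701 ± 34.1 CPM (log2 fold change -1.62, SE 0.17, adjusted p = 2.04e-05, 5.25e-05 with the block). The change was similar for mt-Nd5 (ENSMUSG00000064367, the mitochondrial chromosome, 11742 to 13565), which fell from 4759 ± 613 CPM to 1671 ± 26.7 CPM (log2 fold change -1.51, SE 0.12, adjusted p = 4.61e-07, 4.11e-06 with the block). The remaining decreases were mt-Co2 (-1.75, SE 0.40, adjusted p = 0.00731, 0.00397 with the block) and Krt7 (-1.49, SE 0.46, adjusted p = 0.0398, 0.0594 with the block), and Krt7 was no longer called with the block. Dsp (ENSMUSG00000054889, chromosome 13, 38151294 to 38198577) rose from 215 ± 22.5 CPM to 309 ± 24.7 CPM (log2 fold change 0.52, SE 0.10, adjusted p = 0.00348, 0.00374 with the block), where Dsp is the gene of desmoplakin itself. With the gene length trend removed, Dsp rose by 0.35 (adjusted p = 0.0166). Whether reads of the fusion construct were counted under Dsp was not stated.

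A list of 10 gene sets written down from general knowledge was tested, each set against all other genes, in each of the 5 contrasts, 50 tests in all. In the unwounded comparison 7 of the 10 sets passed, the same number as with the block, and 8 had an unadjusted p under 0.05. The alternative that moved this most was a correlation between genes estimated from the data, under which 0 sets passed and 5 had an unadjusted p under 0.05. The desmosome set was higher in the cortical fraction (median 0.39, adjusted p = 1.39e-04, 0.39 and 1.30e-04 with the block), with 15 of 16 tested members higher. In that set 4 and 5 members were called when adjusted over all genes and over the set alone. The tight junction set (median 0.38, adjusted p = 4.21e-04, 0.38 and 5.31e-04 with the block) had 16 of 18 members higher and 4 and 5 members called. The integrin adhesion set (median 0.29, adjusted p = 2.41e-05, 0.22 and 2.34e-05 with the block) had 23 of 29 higher and 11 and 13 called. The secreted extracellular matrix set (median 0.45, adjusted p = 1.90e-04, 0.47 and 1.31e-04 with the block) had 23 of 28 higher and 7 and 7 called. The keratin set (median 0.46, adjusted p = 4.35e-04, 0.47 and 5.73e-04 with the block) had 11 of 16 higher and 7 and 8 called. Mitochondrially encoded mRNAs were lower as a set (median -1.19, adjusted p = 6.69e-14, -1.24 and 2.24e-14 with the block), with 0 of 13 members higher and 10 and 11 called. The ribosomal protein set was lower (median -0.19, adjusted p = 5.02e-04, -0.19 and 7.28e-04 with the block), with 9 of 77 members higher and 7 and 6 called. Its median was 0.00 when scaled by library size alone, which shifted all genes alike, and relative to the median of all genes it was -0.195 with TMM factors and -0.189 by library size. The adjusted p of the cytosolic ribosomal protein set was 0.845 with the gene length trend removed. Against 10000 lists of genes matched on coding sequence length, the median of the desmosome set lay at percentile 91.3, tight junction at 98.4, integrin adhesion at 74.8 and extracellular matrix at 94.8. Beside the mitochondrially encoded mRNAs given above, the named set members with the largest change in each set were Krt78 (1.71, adjusted p = 9.93e-04) among keratins, Plec (1.37, adjusted p = 5.30e-07) in the integrin adhesion set, Rpl17 (-0.97, adjusted p = 0.00373) in the ribosomal set, Lamb3 (0.88, adjusted p = 2.40e-04) in the matrix set, Jup (0.75, adjusted p = 2.40e-04) in the desmosome set and Amotl1 (0.69, adjusted p = 3.18e-04) in the tight junction set. Second in their sets were Krt6b (1.30, adjusted p = 1.95e-04), Dst (0.96, adjusted p = 4.29e-05) and Evpl (0.72, adjusted p = 7.02e-04).

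The same comparison in wounded cells asked whether the cortical fraction differed from the total in the same mRNAs after wounding. It gave 2124 genes of 13571, 1034 higher and 1090 lower in the cortical fraction. With the block 1985 passed (973 higher, 1012 lower), 1923 of them shared in the same direction, and same-numbered libraries had a mean correlation of -0.0104. Without wounded total replicate 1, 3475 genes passed, and with only these 2 groups in the fit 970 passed. Scaling by library size alone shifted the median of all genes by 0.211, with 2201 genes higher and 520 lower. With the gene length trend removed, 53.9% of the 2124 were still called in the same direction, and the calls then split into 365 higher and 1094 lower. Cortical enrichment again rose with coding sequence length across genes (rho 0.476).

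From the wounded total to the wounded cortical fraction, Acaca rose from 46 ± 6.62 CPM to 216 ± 17.8 CPM (log2 fold change 2.23, SE 0.12, adjusted p = 1.24e-08, 7.00e-08 with the block). Ppp1r9b (ENSMUSG00000038976, chromosome 11, 94991035 to 95006899) rose from 133 ± 14.2 CPM to 428 ± 14 CPM (log2 fold change 1.69, SE 0.11, adjusted p = 2.04e-07, 6.21e-07 with the block). Bcor rose from 5.25 ± 0.345 CPM to 18.9 ± 5.37 CPM (log2 fold change 1.85, SE 0.22, adjusted p = 1.19e-04, 3.54e-04 with the block). Rnf213 (ENSMUSG00000070327, chromosome 11, 119393100 to 119487418) rose from 2.81 ± 0.82 CPM to 11.3 ± 3.39 CPM (log2 fold change 2.00, SE 0.29, adjusted p = 5.09e-04, 0.00128 with the block). Eppk1 (ENSMUSG00000115388, chromosome 15, 76101481 to 76120195) rose from 2.88 ± 0.436 CPM to 9.2 ± 2.21 CPM (log2 fold change 1.67, SE 0.27, adjusted p = 9.82e-04, 0.00203 with the block). The largest decreases had lower counts or larger errors. BC100530 (ENSMUSG00000071561, chromosome 16, 36359382 to 36367748) fell from 9.3 ± 1.94 CPM to 2.56 ± 1.26 CPM (log2 fold change -1.85, SE 0.53, adjusted p = 0.0269, 0.0216 with the block). Defb14 (ENSMUSG00000046354, chromosome 8, 19194357 to 19195212) fell from 11.5 ± 4.82 CPM to 4.02 ± 1.66 CPM (log2 fold change -1.51, SE 0.37, adjusted p = 0.0119, 0.00737 with the block). Atp5k (ENSMUSG00000050856, chromosome 5, 108433244 to 108434448) fell from 282 ± 97.4 CPM to 120 ± 33 CPM (log2 fold change -1.23, SE 0.29, adjusted p = 0.00863, 0.0124 with the block). The other decreases were Pet100 (-1.29, SE 0.32, adjusted p = 0.0125, 0.0129 with the block) and 1810024B03Rik (-1.24, SE 0.34, adjusted p = 0.02, 0.0169 with the block). Dsp rose from 365 ± 11.7 CPM to 479 ± 10.2 CPM (log2 fold change 0.39, SE 0.10, adjusted p = 0.018, 0.0176 with the block), but by 0.11 with an adjusted p of 0.503 when the gene length trend was removed.

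In wounded cells 6 sets passed with and without the block, and 6 had an unadjusted p under 0.05. The desmosome set (median 0.35, adjusted p = 3.32e-04, 0.36 and 2.63e-04 with the block) had 15 of 16 members higher and 5 and 6 called over all genes and over the set. The tight junction set (median 0.29, adjusted p = 0.00538, 0.29 and 0.00713 with the block) had 16 of 18 higher and 6 and 7 called. The extracellular matrix set (median 0.33, adjusted p = 7.21e-04, 0.33 and 5.61e-04 with the block) had 20 of 28 higher and 9 and 10 called. The integrin adhesion set (median 0.13, adjusted p = 0.0248, 0.14 and 0.0252 with the block) had 16 of 29 higher and 8 and 9 called, and its median was -0.08 (adjusted p = 0.99) with the gene length trend removed. The ribosomal protein set was lower (median -0.40, adjusted p = 3.35e-11, -0.38 and 3.35e-11 with the block), with 2 of 77 members higher and 26 and 44 called. The mitochondrially encoded set was lower (median -0.58, adjusted p = 0.00956, -0.56 and 0.00992 with the block), with 3 of 13 higher and 6 and 9 called. The keratin set was not called (median 0.00, adjusted p = 0.977, 0.01 and 0.999 with the block), with 0 members called over all genes or over the set. Relative to the median of all genes its median was -0.0382, and -0.0107 under library size alone. On lists matched on coding sequence length, the 4 adhesion and matrix sets lay at percentiles 69.4 (desmosome), 82.3 (tight junction), 3.45 (integrin adhesion) and 22.3 (extracellular matrix). The named members with the largest change in each set were Plec (1.36, adjusted p = 1.81e-06) in the integrin adhesion set, Amotl2 (1.15, adjusted p = 0.0277) in the tight junction set, Rps29 (-1.06, adjusted p = 0.0108) in the ribosomal set, Evpl (1.05, adjusted p = 6.58e-05) in the desmosome set and mt-Nd1 (-0.83, adjusted p = 0.0202) among mitochondrially encoded mRNAs. In the matrix set Tnc had the largest change (3.75, adjusted p = 0.0255) at a mean of 14.7 counts, with a log2 fold change of 0.21 to 5.22 across the alternatives.

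Of the genes called in each treatment, 1009 were called in both, 1007 of them in the same direction (434 higher, 573 lower) and 2 in opposite directions. Of the 1928 genes called in unwounded cells, 94.7% had the same sign in wounded cells, and 93.5% of the 2124 had the same sign in unwounded cells. Across all 13571 genes, which are not independent replicates, the 2 sets of log2 fold changes correlated with a Pearson r of 0.196, with an SD of 0.0912 over the same-numbered pairs. The Pearson r was 0.579 with a mean of at least 50 counts and 0.0507 with no filter, and Spearman's rho was 0.403.

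**Figure D3:**
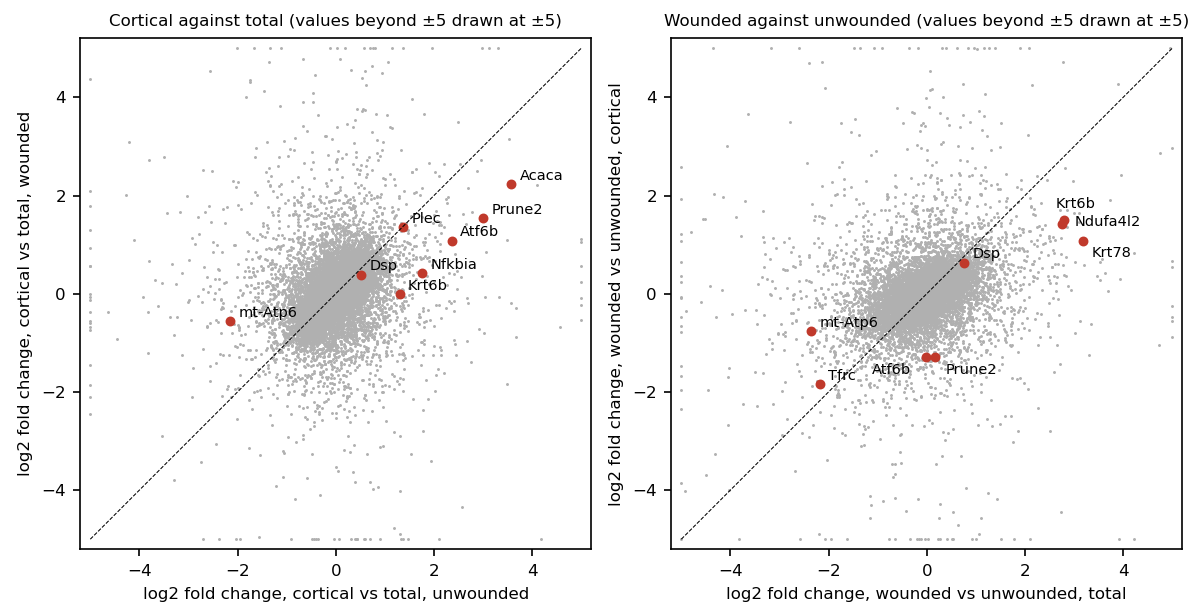
Log2 fold change of each tested gene (grey points) in unwounded (x axis) against wounded cells (y axis) for cortical against total on the left, and in the total (x axis) against the cortical fraction (y axis) for wounded against unwounded on the right; the dashed line marks equal change and values beyond ±5 are drawn at ±5. Acaca at 3.57 and 2.23 and Prune2 lie under the line on the left, and Krt78 and Krt6b (2.80 and 1.5) lie under it on the right.

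The comparison of wounded with unwounded cells in the total fraction asked which translated mRNAs changed with wounding. It gave 2116 genes of 13571, 1139 higher and 977 lower in wounded cells. With the block 2038 passed (1075 higher, 963 lower), 1958 of them shared in the same direction. Same-numbered libraries had a mean correlation of 0.118. The value for libraries of different number, -0.0587, is no separate evidence, since deviations cancel within a group, which ties it to the first value. Without wounded total replicate 1, 3502 genes passed, and with only these groups in the fit 1175 passed. Scaling by library size alone put the median of all genes at -0.10 and gave 709 higher and 1104 lower. With the gene length trend removed 1909 were higher and 664 lower.

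From unwounded to wounded cells of the total fraction, Krt78 (ENSMUSG00000050463, chromosome 15, 101946001 to 101954287) rose from 1.82 ± 0.407 CPM to 16.8 ± 5.06 CPM (log2 fold change 3.19, SE 0.28, adjusted p = 2.62e-06, 1.39e-05 with the block). Krt6b (ENSMUSG00000023041, chromosome 15, 101676023 to 101680287) rose from 10.9 ± 1.73 CPM to 75.9 ± 14.9 CPM (log2 fold change 2.80, SE 0.17, adjusted p = 1.79e-07, 1.67e-06 with the block). Ndufa4l2 (ENSMUSG00000040280, chromosome 10, 127514967 to 127517154) rose from 6.53 ± 1.13 CPM to 44.4 ± 15.2 CPM (log2 fold change 2.76, SE 0.23, adjusted p = 1.20e-06, 9.20e-06 with the block). 2610528A11Rik (ENSMUSG00000096001, chromosome 14, 37102140 to 37114022) rose from 8.84 ± 1.32 CPM to 44.5 ± 4.89 CPM (log2 fold change 2.34, SE 0.18, adjusted p = 6.84e-07, 3.56e-06 with the block). Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) rose from 2.47 ± 1.43 CPM to 12.8 ± 2.15 CPM (log2 fold change 2.36, SE 0.45, adjusted p = 0.00224, 0.00247 with the block). Among decreases, mt-Atp6 fell from 1527 ± 579 CPM to 298 ± 245 CPM (log2 fold change -2.36, SE 0.41, adjusted p = 0.00105, 0.00228 with the block). Tfrc (ENSMUSG00000022797, chromosome 16, 32608920 to 32632794) fell from 17.4 ± 1.18 CPM to 3.85 ± 1.46 CPM (log2 fold change -2.18, SE 0.27, adjusted p = 8.54e-05, 5.84e-05 with the block). Wsb1 (ENSMUSG00000017677, chromosome 11, 79239372 to 79254671) fell from 22.3 ± 2.26 CPM to 6.28 ± 0.881 CPM (log2 fold change -1.83, SE 0.20, adjusted p = 2.69e-05, 9.38e-05 with the block). Asf1b (-1.93, SE 0.44, adjusted p = 0.00708, 0.00532 with the block) and mt-Nd3 (-1.75, SE 0.24, adjusted p = 1.91e-04, 2.80e-04 with the block) completed the list. Dsp rose from 215 ± 22.5 CPM to 365 ± 11.7 CPM (log2 fold change 0.76, SE 0.10, adjusted p = 1.95e-04, 2.53e-04 with the block).

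In the total fraction 8 sets passed with and without the block, and 8 had an unadjusted p under 0.05. The keratin set rose (median 0.64, adjusted p = 9.91e-12, 0.62 and 2.88e-11 with the block), with 13 of 16 members higher and 8 and 13 called over all genes and over the set. The integrin adhesion set (median 0.36, adjusted p = 6.26e-07, 0.34 and 5.19e-07 with the block) had 24 of 29 higher and 9 and 11 called. The desmosome set (median 0.33, adjusted p = 0.00836, 0.33 and 0.0123 with the block) had 13 of 16 higher and 6 and 7 called. The terminal differentiation set (median 0.47, adjusted p = 0.00509, 0.42 and 0.00552 with the block) had 19 of 25 higher and 9 and 10 called. The ribosomal protein set (median 0.20, adjusted p = 0.00338, 0.20 and 0.00214 with the block) had 60 of 77 higher and 8 and 6 called. The adherens junction set (median 0.18, adjusted p = 0.0248, 0.18 and 0.0288 with the block) had 13 of 19 higher and 3 and 7 called. The wound-activated keratinocyte set passed upward (median 0.06, adjusted p = 0.00538, 0.05 and 0.00907 with the block) although its median was near 0, with 16 of 29 higher and 9 and 11 called. As a set, the mitochondrially encoded mRNAs fell (median -1.34, adjusted p = 7.75e-17, -1.34 and 2.30e-17 with the block), with 0 of 13 members higher and 10 and 11 called. Beside the genes given above, the named set members with an absolute log2 fold change of at least 1 were mt-Nd4l (-2.74, adjusted p = 0.00173), Sprr2d (1.94, adjusted p = 4.38e-04), Krt16 (1.77, adjusted p = 2.37e-07), Alox12b (1.60, adjusted p = 0.0462), Sprr1a (1.60, adjusted p = 3.28e-04), mt-Co1 (-1.53, adjusted p = 2.97e-05), Tns4 (1.48, adjusted p = 6.66e-07), Lamb3 (1.27, adjusted p = 6.14e-06), Grhl3 (-1.23, adjusted p = 0.0133), Dst (1.18, adjusted p = 4.57e-06), Krt14 (1.04, adjusted p = 7.85e-05) and Rps29 (1.04, adjusted p = 0.0114).

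The same comparison in the cortical fraction gave 337 genes, 217 higher and 120 lower in wounded cells. With the block 276 passed (173 higher, 103 lower), 267 of them shared in the same direction, and same-numbered libraries had a mean correlation of -0.0059. With only the groups compared in each fit, 1423 genes passed in the cortical and 1175 in the total fraction. In the fit without wounded total replicate 1, 1276 passed in the cortical fraction. The difference between the fractions was tested by the interaction, which 17 genes passed. From unwounded to wounded cells, Krt6b rose from 26.8 ± 4.25 CPM to 75.8 ± 6.28 CPM (log2 fold change 1.5, SE 0.16, adjusted p = 1.28e-04, 4.44e-04 with the block). Plekha4 (ENSMUSG00000040428, chromosome 7, 45526330 to 45554229) rose from 3.29 ± 0.748 CPM to 10.2 ± 2.42 CPM (log2 fold change 1.64, SE 0.33, adjusted p = 0.0151, 0.0275 with the block). Hcar2 (ENSMUSG00000045502, chromosome 5, 123863570 to 123865499) rose from 3.74 ± 1.14 CPM to 10.7 ± 2.34 CPM (log2 fold change 1.5, SE 0.29, adjusted p = 0.0102, 0.0157 with the block). Maff (ENSMUSG00000042622, chromosome 15, 79346621 to 79359076) rose from 7.77 ± 1.84 CPM to 20.4 ± 6.18 CPM (log2 fold change 1.38, SE 0.28, adjusted p = 0.0161, 0.0035 with the block). Ndufa4l2 also rose (1.42, SE 0.22, adjusted p = 0.0026, 0.00503 with the block). Tfrc fell from 28.3 ± 4.95 CPM to 7.82 ± 2.51 CPM (log2 fold change -1.85, SE 0.26, adjusted p = 0.00119, 8.74e-04 with the block). Atf6b fell from 343 ± 8.12 CPM to 139 ± 4.07 CPM (log2 fold change -1.30, SE 0.10, adjusted p = 6.58e-06, 2.99e-05 with the block). Prune2 fell from 216 ± 13.5 CPM to 88.7 ± 2.39 CPM (log2 fold change -1.29, SE 0.13, adjusted p = 6.27e-05, 1.99e-04 with the block). Tmem168 (-1.25, SE 0.27, adjusted p = 0.0179, 0.0346 with the block) and Nr6a1 (-1.25, SE 0.29, adjusted p = 0.0279, 0.0364 with the block) also fell. Dsp rose from 309 ± 24.7 CPM to 479 ± 10.2 CPM (log2 fold change 0.63, SE 0.10, adjusted p = 0.00372, 0.00452 with the block).

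In the cortical fraction 6 sets passed with and without the block, and 6 had an unadjusted p under 0.05. The keratin set (median 0.32, adjusted p = 6.89e-07, 0.32 and 1.27e-06 with the block) had 13 of 16 members higher and 5 and 7 called over all genes and over the set. The integrin adhesion set (median 0.20, adjusted p = 2.41e-05, 0.20 and 2.34e-05 with the block) had 21 of 29 higher and 6 and 7 called. The desmosome set (median 0.22, adjusted p = 7.93e-04, 0.20 and 0.00135 with the block) had 14 of 16 higher and 3 and 3 called. The terminal differentiation set (median 0.21, adjusted p = 0.0345, 0.22 and 0.036 with the block) had 19 of 25 higher and 3 and 6 called. The wound-activated keratinocyte set passed upward (median -0.02, adjusted p = 0.0345, 0.02 and 0.0451 with the block) with a median of the other sign, 14 of 29 members higher and 4 and 7 called. The mitochondrially encoded set fell (median -0.60, adjusted p = 2.61e-07, -0.64 and 1.54e-07 with the block), with 0 of 13 higher and 3 and 6 called.

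Of the genes called for wounding, 261 were called in both fractions, 258 in the same direction (185 higher, 73 lower) and 3 in opposite directions. Of the 2116 genes called in the total fraction, 92.5% had the same sign in the cortical fraction, and 96.7% of the 337 had the same sign in the total fraction. Across all 13571 genes the 2 wound responses correlated with a Pearson r of 0.239 (SD 0.0558 over same-numbered pairs, Spearman's rho 0.421). With a mean of at least 50 counts r was 0.575.

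The interaction asked whether the difference between the fractions changed with wounding. It was called for 17 genes of 13571, 3 with a higher and 14 with a lower cortical-to-total ratio in wounded cells, and 1228 genes had an unadjusted p under 0.05. With the block 10 passed (1 higher, 9 lower), all among the 17 and in the same direction. The pairing values of the 4 comparisons above apply here. Without wounded total replicate 1, 413 genes passed. Nfkbia (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647) was at 33.2 ± 0.716 CPM in the unwounded total, 112 ± 5.74 CPM in the unwounded cortical, 46 ± 7.56 CPM in the wounded total and 61.6 ± 1.57 CPM in the wounded cortical group (log2 fold change -1.33, SE 0.16, adjusted p = 0.00126, 0.00185 with the block). Acaca (-1.34, SE 0.16, adjusted p = 0.00126, 0.00185 with the block) and Prune2 (-1.46, SE 0.18, adjusted p = 0.00157, 0.00305 with the block) also had a smaller ratio in wounded cells, as did 2610528A11Rik (-1.48, SE 0.25, adjusted p = 0.0284, 0.0409 with the block). Krt78 (-2.11, SE 0.38, adjusted p = 0.0325, 0.0818 with the block), Krt6b (-1.30, SE 0.23, adjusted p = 0.0325, 0.0818 with the block) and Krt16 (-0.89, SE 0.16, adjusted p = 0.0396, 0.0974 with the block) were no longer called with the block. Krt6b was at 75.9 ± 14.9 CPM and 75.8 ± 6.28 CPM in the wounded total and cortical groups. The ratio was larger in wounded cells for mt-Nd5 (1.07, SE 0.16, adjusted p = 0.0117, 0.029 with the block), which was at 4759 ± 613 CPM, 1671 ± 26.7 CPM, 1672 ± 204 CPM and 1237 ± 21.7 CPM in the same order of groups. It was also larger for Rhno1 (ENSMUSG00000048668, chromosome 6, 128357000 to 128362911) (1.21, SE 0.23, adjusted p = 0.0498, 0.121 with the block), which was not called with the block. Dsp was not called (-0.13, SE 0.15, adjusted p = 0.864, 0.865 with the block).

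**Figure D4:**
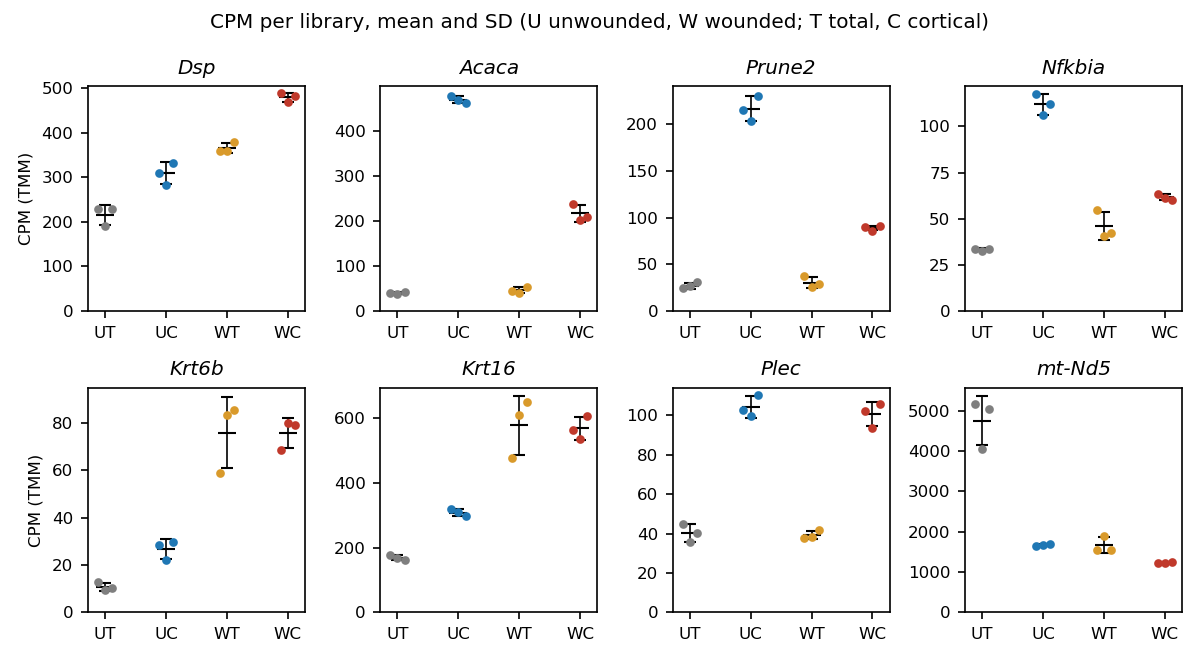
TMM-normalised CPM of 8 genes in the unwounded total (UT), unwounded cortical (UC), wounded total (WT) and wounded cortical (WC) groups; points are single libraries, and bars give mean and SD of 3 libraries on axes that start at 0. Acaca went from 39.4 ± 2.42 CPM to 469 ± 7.73 CPM between the unwounded fractions and from 46 ± 6.62 CPM to 216 ± 17.8 CPM between the wounded ones.

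For the interaction 4 sets passed with and without the block, and 5 had an unadjusted p under 0.05. The keratin set had a smaller cortical-to-total ratio in wounded cells (median -0.30, adjusted p = 2.41e-05, -0.29 and 3.00e-05 with the block), with 3 of 16 members higher and 3 and 3 called over all genes and over the set. The ribosomal protein set was lower (median -0.18, adjusted p = 3.32e-04, -0.17 and 1.92e-04 with the block), with 16 of 77 members higher. The integrin adhesion set was lower (median -0.15, adjusted p = 0.0169, -0.13 and 0.0159 with the block), with 7 of 29 members higher. In both of these sets 0 members were called over all genes or over the set alone. The mitochondrially encoded set had a larger ratio in wounded cells (median 0.66, adjusted p = 4.28e-09, 0.74 and 1.81e-09 with the block), with 12 of 13 members higher and 1 and 7 called. The signs of these 4 medians held under all 3 other scalings. The self-contained rotation test fry called 2 sets, and 0 passed with the estimated correlation, where 2 had an unadjusted p under 0.05.

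**Figure D5:**
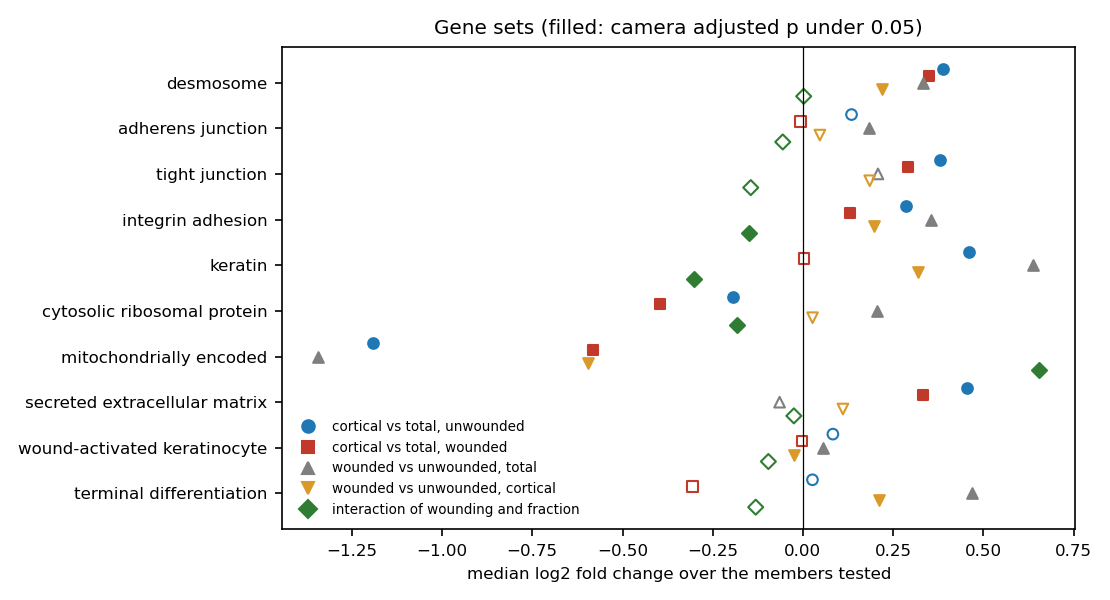
Median log2 fold change over the tested members of each of the 10 gene sets (y axis) in the 5 contrasts (symbols), filled where the camera adjusted p was under 0.05. The mitochondrially encoded set lies at -1.19 and -1.34 for the unwounded fractions and the total wound response and at 0.66 for the interaction, the desmosome set at 0.39 and 0.35 for the fractions, and the ribosomal set lies at -0.19 for the unwounded fractions.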

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

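Tests by thinning, by removing a GC trend and by leaving out the mitochondrial chromosome, and the comparison of the share kept by single genes, were chosen only after the genes called here were seen, and the other tests of this part before the values they measured were seen. What brought these results forward was a tested difference between treatments: the interaction asks whether the cortical-to-total difference of wounded cells departs from that of unwounded cells. It was called for 17 genes and 4 gene sets. The named genes were Rhno1 (1.21), mt-Nd5 (1.07), Krt78 (-2.11), 2610528A11Rik (-1.48), Prune2 (-1.46), Acaca (-1.34), Nfkbia (-1.33), Krt6b (-1.30) and Krt16 (-0.89), with log2 values of the interaction. The sets were integrin adhesion (median -0.15), keratin (-0.30), cytosolic ribosomal protein (-0.18) and mitochondrially encoded (0.66). Of the 10 ways to part the libraries into groups of the same sizes for this contrast, 4 part all same-numbered pairs, and the real split was the only 1 of those 4 to give as many as 17 genes. The other splits gave 0 genes, with 158 to 939 at an unadjusted p under 0.05. A share under 0.1 could not be reached with this design, so the count of splits does not settle the matter.

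One technical explanation for smaller cortical enrichment in wounded cells is regression to the mean, because genes chosen for a large value in one treatment tend to look smaller in the other. When 200 genes were chosen on a single unwounded pair of libraries, the other unwounded pairs had the larger enrichment for all 3 pairs. When they were chosen on a wounded pair, the wounded pairs had it for all 3. The unwounded pairs therefore had the larger enrichment in 3 of the 6 choices. In 1 of the wounded choices, on the pair with wounded total replicate 1, the values were 0.208 and 0.204 and hardly differed. The test used the most enriched genes and not the 17 themselves, which were picked on all libraries, so the size of their changes cannot be told apart from a part due to regression to the mean. A uniformly weaker separation of the fractions in wounded cells was also tested. Genes chosen on unwounded pairs kept a share of 0.744 of their enrichment and 0.601 of their depletion, a difference of 0.143, just inside the 0.15 set as the limit for a common factor. Genes chosen on wounded pairs had 1.02, 1.35 and 1.15 times the enrichment and 0.366, 1.11 and 0.969 times the depletion in wounded cells. The enrichment goes against a factor common to all genes, and the depletion varied with the pair. Smaller enrichment in wounded cells was therefore not general, and it depended on which genes were chosen. The shares of genes chosen on unwounded pairs average over all wounded pairs. They thus include wounded total replicate 1, which lay about midway between its group and the wounded cortical libraries. No share was computed without that library, so its part in the shares is not known.

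Single genes can be judged further by the corrections. Of the 17 genes, 15 were still called with the gene length trend removed, 16 with the libraries thinned to the smallest total, and 15 with the mitochondrial chromosome left out. That last fit could not test mt-Nd5, which lies on the chromosome left out. All 10 genes called with the block were still called with the block and a GC trend removed. Length, GC content, depth and the mitochondrial share therefore do not fully account for the calls that stayed in each test. Acaca, Prune2 and Nfkbia kept their call in all 27 alternatives that tested them, and the 3 keratins, Rhno1, 2610528A11Rik and mt-Nd5 lost it in at least 1. Reads shared between keratin paralogs were not tested, and neither were reads of nuclear copies of mitochondrial genes. A biological difference, such as a changed location of translation of these mRNAs after wounding, remains a hypothesis. Acaca kept a share of 0.625 of its enrichment in wounded cells, Prune2 0.514 and Nfkbia 0.241, against the 0.744 of genes chosen on unwounded pairs, so that Nfkbia lay furthest from a common factor among these 3. The genes were called for a changed ratio, so their shares are no independent test of a common factor. The single-gene shares also include wounded total replicate 1.

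The interaction sets rest on the preset correlation between genes. With the correlation estimated from the data 0 sets passed (2 at an unadjusted p under 0.05), and fry called 2 of the 10. In the unwounded total group, which sets the mitochondrially encoded result apart, these mRNAs took 7.63% of counts against 2.52% to 3.96% in the other groups, and why that group differs was not tested. Wounded total replicate 1 weighs on all of these results, since 413 genes passed without it (149 higher and 264 lower). All 17 were among them in the same direction.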

How the results depend on the processing

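Library quality weights, the GC trend, the mitochondrial chromosome left out and thinning were chosen only after the results were seen. Among the named genes and the called sets, no result reversed under any alternative, as judged by the sign of a gene's change or the direction of the set test. Sets that were not called were not followed. One of them, the wound-activated keratinocyte set in the fractions of wounded cells, was down without the block and up with it. Where a value below moved, the cause was not tested unless a value is given that shows it.

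Gene counts depended most on how the spread was estimated and on how large a change was asked for. With only the groups compared in the fit, 3014 genes passed for the fractions of unwounded cells (1928 otherwise), 970 for wounded cells (2124), 1175 for wounding in the total (2116) and 1423 for wounding in the cortical fraction (337). Library quality weights gave 3708, 4441, 5206, 1316 and 855 genes in the order of the 5 contrasts, and at least 98.5% of the genes of each contrast kept their call and direction. A log2 fold change of at least 1 left 158, 248, 380 and 46 genes in the first 4 contrasts, and 13 of 17 for the interaction. The block with the gene length trend removed gave 1365 genes for the fractions of wounded cells.

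For wounding in the cortical fraction, 199 genes passed with library size alone, 736 with DESeq2 and 559 with no filter, against 337. For the interaction, 11 passed with library size alone, 72 with DESeq2, 138 with no filter, 10 with FPKM plus 1, 10 with FPKM plus 0.1, 10 with the block, and 30 with the length trend removed without or with the block, against 17. Leaving out 1 library of the groups compared at a time gave 949 to 1737 genes for the fractions of unwounded cells and 1084 to 3475 for wounded cells. It gave 1128 to 3502 for wounding in the total fraction, 108 to 136 in the cortical fraction and 4 to 413 for the interaction. The highest of the counts 3475, 3502 and 413 came without wounded total replicate 1, so that this library lowered them. In the 2 contrasts that do not compare its group, leaving it out changed only the shared fit and gave 3151 genes for the fractions of unwounded cells and 1276 for wounding in the cortical fraction. Leaving out any other library of the groups compared gave fewer genes than the fit to all libraries.

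The split into higher and lower genes moved with scaling and trends. Library size alone gave 1582 higher and 469 lower for the fractions of unwounded cells (898 and 1030 otherwise), 2201 and 520 for wounded cells (1034 and 1090), 709 and 1104 for wounding in the total (1139 and 977), and 108 and 91 in the cortical fraction (217 and 120). It shifted the median of all genes by 0.187 and 0.211 in the fraction contrasts and by -0.079 and -0.054 in the wound contrasts, so directions hold relative to that median. For the fractions of wounded cells, FPKM plus 1 gave 624 and 1023, FPKM plus 0.1 gave 618 and 994, the length trend 365 and 1094, with the block 342 and 1023, and the GC trend with the block 636 and 1269. For wounding in the total, the length trend gave 1909 and 664, with the block 1827 and 657, and the GC trend with the block 1506 and 566. For wounding in the cortical fraction, DESeq2 gave 394 and 342, no filter 286 and 273, protein-coding genes 226 and 195, and thinning 160 and 144. For the interaction (3 and 14), DESeq2 gave 20 and 52, no filter 56 and 82, quality weights 353 and 502, and leaving out the mitochondrial chromosome, or the GC trend with the block, 1 and 14 each.

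The number of gene sets called (7, 6, 8, 6 and 4) stayed within 1.5 times in all alternatives but those named next. With the correlation between genes estimated from the data 0 sets passed in each of the 5 contrasts, where 5, 3, 4, 5 and 2 sets had an unadjusted p under 0.05 and the smallest adjusted p was 0.0941. In the self-test that setting called a changed set. All members of that set were doubled and genes were simulated independently, so this does not show its power for real sets. The self-contained test fry called 2 sets for the interaction. Leaving out 1 library gave 6 to 8, 4 to 6, 6 to 9, 4 to 5 and 3 to 6 sets. Among single set results under an alternative, 395 kept their direction and side of the threshold and 63 became weaker, 31 of them with the estimated correlation, 21 with a library left out, 7 with fry and 4 with the length trend removed. In 1 of these 4, integrin adhesion in the fractions of wounded cells, the median itself went from 0.13 to -0.08.

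The correlations across genes depended on the filter, and the values rose where genes of low counts were left out. For cortical enrichment in the 2 treatments r was 0.196, Spearman's rho 0.403, and r was 0.579 with a mean of at least 50 counts, 0.0507 with no filter and 0.504 with FPKM. It was 0.0784 to 0.167 with 1 library left out. For the wound response in the 2 fractions r was 0.239, rho 0.421, and r was 0.575 with a mean of at least 50 counts, 0.0618 with no filter, 0.485 with FPKM and 0.123 to 0.201 with 1 library left out.

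Of 141 results for named genes, 82 kept their direction and side of the threshold in all alternatives other than the fold threshold, and 59 became weaker in at least 1, 53 of them in an alternative other than leaving out single libraries. The fold threshold alone left out 69 of the 141. All in all 429 values for named genes became weaker, 221 of them with a library left out, and 2846 did not change side. Of the counts by direction 109 moved by more than 1.5 times and 131 did not, and of the variance shares 11 moved by 1 point or more and 4 did not.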

Other observations

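Tests of GC content as a source of the calls, of the shared estimate of the spread, of few amplified molecules, of differences that both fractions of a culture share, of mislabelling, of single wounded total libraries and of shared unwounded total libraries on both sides were chosen only after the values they measured, or close ones, were seen, and the other tests of this part before.

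The fractions differed in many genes, and several explanations were tested. Gene length bias was tested by removing the length trend from each library, after which 53.9% of the calls in wounded cells and 62.1% in unwounded cells stayed in the same direction. Removing the GC content trend, tested with the block, left 82.6% and 89.8% of the calls made with the block. Thinning to equal depth left 86.4% and 91.2% of the calls made without it. None of these accounts for all calls, and the length trend removed the most. A biological or biochemical reading of the length effect was tested as well: cortical enrichment correlated with coding sequence length across genes with a rho of 0.476 in both treatments, as would follow if an mRNA with more ribosomes carries more biotin and is captured more often. That explanation remains, so a call for a single gene may reflect its number of ribosomes rather than its place in the cell. Proteins with the tripeptide HPQ, which can bind avidin-like proteins, were not in excess: their share in wounded cells lay at percentile 49.9 of lists matched on coding length (71.2 in unwounded cells).

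The desmosome, tight junction, integrin adhesion and matrix sets were higher in the cortical fraction of both treatments (the adherens junction set was called in neither), and coding sequence length was tested as an explanation for each. Among 10000 lists matched on coding sequence length, the lower of the percentiles over the 2 treatments was 69.4 for the desmosome set, 82.3 for tight junction, 3.45 for integrin adhesion and 22.3 for secreted extracellular matrix. Only the tight junction set in unwounded cells (98.4) passed the 95th percentile. These sets are therefore not set apart from other long mRNAs in both treatments, and coding length is a candidate explanation for their enrichment. With the gene length trend removed, all of these sets were still called higher in unwounded cells. In wounded cells 4 sets of any kind then passed in place of 6, and integrin adhesion was no longer called. Gene length is another measure than coding length, so this does not settle the matter.

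Acaca had the strongest cortical enrichment of the named genes in unwounded cells, and it encodes an enzyme that carries biotin itself. If biotin carried by the nascent carboxylase led to capture, the mRNAs of other biotin carboxylases could be higher too. That holds only if their proteins also carry biotin while still on the ribosome, which was not tested. Acacb was not among the genes tested. Of the 3 tested, 0 were called higher in both treatments, which is fewer than the 2 that the test asked for. The evidence is weak, since 2 were higher in both treatments at an unadjusted p under 0.05 and all 3 were called in 1 treatment: Pcx by 0.88 (adjusted p = 0.00889) in unwounded cells, and Pcca by 0.64 (adjusted p = 0.0149) and Mccc1 by 0.88 (adjusted p = 0.0256) in wounded cells. Their changes were smaller than that of Acaca. The test therefore cannot exclude capture of Acaca through its own biotin, and self-biotinylation could still add to the Acaca value.

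More genes responded to wounding in the total than in the cortical fraction, with a ratio of the counts of 6.28. The ratio was 6.67 with the libraries thinned to equal depth and 2.74 without wounded total replicate 1, so neither depth nor that library explains it alone. With only the groups compared in each fit it was 0.826. It was 3.96 with library quality weights, 3.53 with DESeq2 and 7.38 with the block, so that only 1 of these fits removed the excess. The single estimate of the spread, shared by groups with unequal replicate spread, remains a candidate source of the ratio, and the counts alone do not show a weaker wound response of the cortical fraction.

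Cortical replicates differed from one another by a near-constant multiple of sampling noise. Chi-square per degree of freedom was 1.84 times as high for genes of 5000 to 50000 counts as for genes of 50 to 500 counts in the wounded cortical group and 1.35 times in the unwounded cortical group, against 21.5 in the wounded total and 17.5 in the unwounded total group. This would be in line with few amplified molecules per library, the noise of a small RNA input. Differences between cultures that both fractions of a culture share would give same-numbered cortical and total libraries a mean r of at least 0.3 in both treatments. It was -0.312 in wounded and 0.112 in unwounded cells over 511 genes, and without replicate 1 the difference between replicates 2 and 3 correlated between the fractions with an r of -0.408 and 0.462. Shared differences were thus not seen in wounded cells and cannot be excluded in unwounded cells. The low excess at high counts may mean that cortical replicates shared a source or were very evenly handled, and no test separated these. If they shared a source, the cortical groups understate the spread between cultures.

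Wounded total replicate 1 differed from its group. Its share of genes at 0 among those expected at 10 to 20 counts was 12.7 times that of the next library of its group. Few amplified molecules could give this, but alone would also give a near-constant chi-square per degree of freedom over count levels. In pairs with this library that value was at most 19.8 at 50 to 500 counts and at least 340 at 5000 to 50000. It went from 4.35 to 46.4 in the pair of replicates 2 and 3. Few amplified molecules alone therefore do not account for the departure of this library at high counts. An axis was drawn over 1030 genes from the other wounded total libraries (0) to the wounded cortical libraries (1). Wounded total replicate 1 lay at 0.520 on it, against 0.0568 and 0.00875 for the other wounded total libraries. That position lies midway. The TMM factor of wounded total replicate 1 was 1.05, against 0.843 and 0.831 in its group and 1.05 to 1.07 in the wounded cortical libraries. Its mitochondrial share was 2.62%, against 3.65% and 3.31% in its group and 2.48% to 2.54% in the wounded cortical libraries. A mix with cortical RNA or an exchange of material remains possible and cannot be told apart from other causes. A mislabelled unwounded library was tested by an axis toward the unwounded total libraries, on which it lay at 0.152 over 178 genes, close to its own group. The library was kept, since its label places it in the group.

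Cortical enrichment in unwounded cells seemed to resemble the wound response of the total fraction. Both contrasts use the unwounded total libraries, and with these shared r was 0.171 across genes (0.174 to 0.337 with a single one on both sides). With different unwounded total libraries on each side, the correlation across genes was 0.0167 to 0.143 over 3 choices, so the shared libraries may account for the resemblance in part. It was 0.106 to 0.186 with the gene length trend removed and 0.0158 to 0.152 with the GC trend removed. Neither removal lowered the largest value. With wounded total replicate 2 or 3 alone in place of the group, the smallest r was -0.103 and -0.0604, so the resemblance that is left may depend on wounded total replicate 1. Genes are not independent replicates, and no biological reading is offered.

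Each gene count was set against other splits of the same libraries. For each of the 5 contrasts, the real split was the only 1 of the 4 that part all same-numbered pairs, and the only 1 of all 10, to give as many genes. Apart from the total wound response, the other splits gave 0 genes. At an unadjusted p under 0.05 they gave 146 to 458 genes for the fractions of unwounded cells, 364 to 2116 for those of wounded cells, up to 517 for wounding in the cortical fraction and 158 to 939 for the interaction. For wounding in the total fraction, splits that keep some same-numbered pairs together gave up to 360 genes, those that part all pairs gave 0, and 120 to 2035 genes had an unadjusted p under 0.05. With 4 or 10 splits the share of the real one is never under 0.25 or 0.1, so this comparison cannot exclude a grouping by luck.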
